# Transcriptional Study of Radiofrequency Device Using Experimental Mouse Model

**DOI:** 10.3390/ijms26094460

**Published:** 2025-05-07

**Authors:** Xiaofeng Li, Zheng Wang, Xiaoman Li, Xiaofeng Fan, Xinyu Lu, Yanan Li, Yehua Pan, Ziyan Zhu, Mingxi Zhu, Wei Li, Leo Chan, Suyun Yu, Yanhong Pan, Yuanyuan Wu

**Keywords:** radiofrequency, collagen, matrix metalloproteinases, skin aging, Fos

## Abstract

Radiofrequencies have shown efficacy in addressing skin aging. Despite their effectiveness, few studies have explored how radiofrequencies affect the skin transcriptome. This study utilized mouse models divided into two age groups (four-month-old and one-year-old mice) to assess the impact of a radiofrequency device on skin collagen and elastin. A combination of histological analysis, Western blot analysis, real-time PCR and transcriptome sequencing was employed. Histological analysis revealed significant increases in dermis thickness and collagen fiber volume following radiofrequency treatment in both age groups. Quantitative PCR and Western blot analysis indicated that the levels of collagen-related genes and proteins were higher in the four-month-old group. Transcriptome sequencing identified 465 and 1867 differentially expressed genes (DEGs) in the skin of the 4-month-old mice and 1-year-old mice, respectively. GO and KEGG analyses elucidated the molecular mechanisms, revealing that the interleukin-17 and tumor necrosis factor signaling pathways may play crucial roles in collagen regeneration induced by radiofrequencies. Additionally, decreased expression of matrix metalloproteinase-9 and increased expression of the transcription factor Fos were identified as potential biomarkers of collagen regeneration. Immunofluorescence and immunohistochemistry staining demonstrated that radiofrequencies activate fibroblasts and inhibit macrophage alternative activation in the skin. This study identifies key genes and biological pathways involved in radiofrequency treatment and provides a foundation for a deeper understanding of the molecular mechanisms underlying collagen regeneration facilitated by radiofrequencies.

## 1. Introduction

As global life expectancy increases, aging presents significant challenges to human health and places a growing burden on healthcare systems. Among all organs, the skin, being the largest and most visible, shows the most perceptible signs of aging. Skin aging is a complex process that involves intrinsic and extrinsic mechanisms that lead to various structural and physiological changes [1]. Common manifestations of skin aging include sagging and wrinkles, primarily due to the loss and degradation of collagen. Collagen, the most abundant protein in mammals, is found extensively in the skin, tendons, bones and other tissues. From early adulthood, collagen levels decline at an approximate rate of 1.5% annually. To counteract this decline and enhance skin collagen, various treatments have been developed, including topical applications such as retinol and tretinoin, as well as advanced technologies like lasers, focused ultrasound and radiofrequencies [2]. Among these approaches, radiofrequency therapy has gained substantial clinical traction due to its user-friendly application protocol and favorable safety profile.

Radiofrequency technology is a non-invasive treatment that uses high-frequency electrical currents to generate heat energy within the skin tissues. This heat stimulates collagen regeneration and growth, thereby enhancing skin quality and appearance. Additionally, radiofrequency technology promotes improved blood circulation in the skin, contributing to increased radiance and elasticity. Clinically, several studies have demonstrated the efficacy of radiofrequency devices in reducing facial and body skin wrinkles [3,4,5]. In vivo research has confirmed their ability to enhance the density and structural integrity of collagen and elastic fibers. At the molecular level, radiofrequency-induced collagen production has been linked to elevated mRNA levels of transforming growth factor β (TGF-β) and vascular endothelial growth factor (VEGF). Moreover, radiofrequency energy has been shown to boost collagen and elastin synthesis through the up-regulation of NRF2/GLO-1 and modulation of M1/M2 macrophage polarization. It also inhibits the formation of advanced glycation end products (AGEs) and their receptor (RAGE), thereby reducing NF-κB activation and slowing collagen and elastin degradation [6]. Despite these insights, there remains a gap in understanding of the transcriptional mechanisms and the impact on the tissue microenvironment associated with radiofrequency treatment. For example, what are the biomarkers for the efficacy or sensitivity of radiofrequency treatment? What is the cellular crosstalk in the skin environment during the treatment? To address this, the present study employed RNA sequencing in mouse models to explore additional mechanisms underlying radiofrequencies’ effects on skin collagen production.

## 2. Results

### 2.1. Radiofrequencies Promote an Increase in Dermal Layer Thickness and Collagen Volume in Mice

Mice are a well-established model for aging research, offering detailed insights at both cellular and physiological levels. In this study, 4-month-old mice were used to represent the young adult phase, equivalent to a human age of approximately 20–30 years, while 1-year-old mice served as the middle-aged model, corresponding to a human age of about 38–47 years [7]. Figure 1A illustrates the experimental design, with 4-month-old and 1-year-old mice undergoing radiofrequency treatment. Histological analysis, including representative H&E and Masson’s trichrome staining of ICR mouse skin, is shown in Figure 1B,C. The dermis layers in the 4-month-old untreated mice were thicker compared to those in the 1-year-old untreated mice. Masson’s trichrome staining revealed a decrease in collagen bundle density and a looser arrangement in the older mice (Figure 1D). Following one week of radiofrequency treatment, there was a marked increase in dermal thickness and collagen bundle density in both the 4-month-old and 1-year-old mice (Figure 1B–E).

### 2.2. Radiofrequencies Promote Collagen Expression in Skin of 4-Month-Old Mice

In human skin, type I collagen makes up 80 to 90% of the total collagen, while type III constitutes 8 to 12% [8]. Elastin, consisting of crosslinked tropoelastin combined with microfibrils, forms elastic fibers that impart stretch and recoil to the skin [9]. In our study, we assessed the transcriptional and translational levels of type I collagen, type III collagen and elastin in mouse samples by qPCR and Western blot analyses. One week of radiofrequency treatment significantly increased the mRNA levels of the type I collagen-encoding gene *col1a1* and the type III collagen-encoding gene *col3a1* in the 4-month-old mice (Figure 2A–C), with corresponding up-regulation of Col1a1 and Col3a1 protein expression observed at the translational level (Figure 2D–G). In the 1-year-old mice, increases in average gene expression were noted at the protein level post-treatment, although no statistically significant differences were observed. These trends may reflect individual variability and warrant further investigation with larger sample sizes. Thus, radiofrequency treatment up-regulates collagen-related genes at both the transcriptional and translational levels in the skin of 4-month-old mice, while in 1-year-old mice, transcriptional levels of these genes are more responsive to treatment than translational levels.

### 2.3. Identification of Differentially Expressed Genes in the Skin Following Radiofrequency Treatment Using RNA Sequencing and Bioinformatic Analysis

To investigate the comprehensive gene expression profiles following radiofrequency treatment, bulk-tissue RNA sequencing (RNA-seq) was conducted on skin samples from 4-month-old and 1-year-old mice, both with and without radiofrequency treatment (*n* = 3 per group). 

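RNA came from dorsal skin of 3 ICR mice (an outbred strain) at 4 months of age and 3 at 1 year. Each mouse gave 1 untreated and 1 treated area, so the 12 libraries form 6 pairs. The treated area was warmed by the device at 8 W/cm^2 to 40 to 42 °C every other day for 1 week. Which libraries belong to one mouse was taken from the number that its untreated and treated samples share in the labels, together with the self-control design of the methods. The authors deposited, per library, an expected count of fragments per gene and its FPKM, which is the count divided by transcript length and by the library's mapped fragments. Their table lists 465 genes. All 465 differed at least 1.2-fold in mean FPKM between treated and untreated 4-month-old skin, so any test of the treatment at that age is made on genes already chosen for a difference in the same samples. The listed genes hold between 0.33% and 1.14% of a library. Library totals were therefore derived from the counts, the FPKM and the transcript lengths of 9 genes with a single annotated transcript. They were 21700000 to 24300000 fragments (median 22300000) in untreated and 21900000 to 25200000 (median 23300000) in treated 4-month-old skin. In 1-year-old skin they were 23100000 to 24700000 (median 23600000) without treatment and 24500000 to 27400000 (median 25800000) with it.
The counts, of which 9.5% were not whole, were rounded and tested with edgeR's quasi-likelihood method in one fit over all 12 libraries, with the mouse as a block. A standard error given with a log2 fold change is its absolute value divided by the square root of the F statistic. It was not estimated directly and is only approximate. The 164 genes that passed edgeR's filter on low counts were tested, and the spread between mice and the Benjamini-Hochberg adjustment rest on these genes alone. Libraries were scaled by the derived totals. The design written beforehand named TMM factors instead, and the scaling was changed after the table had been opened and after the numbers of DEGs under both had been seen. The reason is that TMM assumes that most of the listed genes are unchanged, whereas these genes were listed for their change. Relative to the derived totals, TMM factors shift the mean log2 ratio of treated to untreated skin by −0.41 at 4 months and by 0.26 at 1 year, though not by the same amount for every gene, and results under both are given below. Gene coordinates are those of GENCODE M21 on GRCm38, matched by Ensembl identifier for 464 of the genes.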

Systematic differential gene expression (DEG) analysis was performed to identify genes associated with radiofrequency treatment. 

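At a fold change of at least 1.2 and an unadjusted p-value under the methods' cutoff of 0.05, 51 of the 164 tested genes were DEGs in 4-month-old skin, 37 higher and 14 lower after treatment. In 1-year-old skin 31 were DEGs, 10 higher and 21 lower. With TMM factors over the listed genes in place of library totals, 52 genes passed at 4 months, 9 higher and 43 lower, and 35 at 1 year, 21 higher and 14 lower. The share of higher genes among the DEGs thus moved from 72.5% to 17.3% in the younger and from 32.3% to 60% in the older mice. The number of DEGs at 4 months moved most when no low-count filter was applied and all 465 genes entered the fit, to 111. Without the mouse as a block, 23 genes passed at 4 months and 21 at 1 year. Across genes, untreated and treated skin of one mouse deviated together from their group means, with a mean correlation of 0.64 at 4 months and 0.35 at 1 year, against −0.32 and −0.18 for skin of different mice; genes are not independent replicates, and deviations within a group of 3 are negatively related by construction.
After Benjamini-Hochberg adjustment, edgeR called 0 genes at 4 months (51 at the unadjusted cutoff) and 8 at 1 year. The 8 were *Atf3* and *Xirp1*, higher in treated skin, and *Lce1m*, *Serpina12*, *Hrnr*, *Flg2*, *Kprp* and *Krt77*, lower. *Xirp1* (chromosome 9, 120013755 to 120023598), a gene of striated muscle, rose from 2.98 ± 1.76 to 12.7 ± 10.4 FPKM (SD, n = 3) in 1-year-old skin. Its log2 fold change was 1.92 (standard error 0.30, edgeR adjusted p = 0.00657), with a higher value in 3 of 3 mice. The skeletal muscle set written down beforehand had 14 genes, of which only *Xirp1* is listed, so it was not scored. A list of 4 striated muscle genes, *Xirp1* among them, was picked after their values had been seen. Its mean log2 change was 0.46, 0.56 and 1.25 in the 1-year-old mice, which is not independent support. *Rnf128* had the largest log2 fold change of the raised DEGs at 1 year with all 3 mice changed the same way and a mean of at least 1 FPKM, 2.10 (standard error 0.57, adjusted p = 0.0761). At 4 months the corresponding genes were *Lilrb4a* at 4.63 (standard error 1.65), *Gm14434* at 2.19 (standard error 0.69) and *Fosb* at 1.47 (standard error 0.60), each higher in 3 of 3 mice and each with an edgeR adjusted p = 0.141. *Lilrb4a* had 28, 0 and 0 counts in the untreated libraries against 47, 52 and 234, and *Gm14434* had 17, 0 and 142 against 172, 10 and 241. Among the lowered genes at 4 months, *Cd300ld5* had 4, 6 and 3 counts in untreated skin and 0 in all 3 treated libraries, which is at the floor of what these libraries can show, and a related gene, *Cd300ld2*, is listed beside it.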

Using a cutoff value of |logFC| > 1.2 and *p*-values < 0.05, we identified 465 DEGs in the skin of 4-month-old mice and 1867 DEGs in the skin of 1-year-old mice. Volcano plots illustrating these DEGs are shown in Figure 3A,B. Significant genes meeting the criteria (*p*-value < 0.05, logFC > 1.2 and logFC < −1.2) are highlighted as red dots. 

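The same threshold is written as a fold change of at least 1.2 in the methods and in the legend of Figure 3, and as an absolute logFC above 1.2 in the text. In the deposited table the smallest absolute log2 ratio of mean FPKM at 4 months was 0.267, just above the log2 of 1.2 (0.263). An absolute log2 ratio above 1.2 was counted for 367 of the listed genes. These include 229 genes with a mean of 0 in one group, whose ratio is not finite. At 1 year 339 of them differed at least 1.2-fold. Of the listed genes, 272 had a higher and 193 a lower mean FPKM in treated 4-month-old skin. Counts were low for many: 313 averaged fewer than 10 fragments over the 6 libraries of 4-month-old mice, 229 had no fragment in any library of one of the groups, and 97 were seen in a single library of the 6. All 3 mice changed in the same direction for 220 of the genes at 4 months, the age at which they were chosen, and for 79 at 1 year; a mouse with 0 in both samples counts as unchanged. When the absolute log2 fold change had to exceed 1.2 in the edgeR fit, 36 genes remained DEGs at 4 months and 22 at 1 year.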

Among these DEGs, 82 genes were common to the age groups and were associated with radiofrequency treatment. These 82 DEGs were analyzed using a heat map generated by the Heatmapper web server based on hierarchy, as depicted in Figure 3D.

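All 82 shared genes are in the deposited table, and 49 of them passed the low-count filter. In the edgeR fit 19 of the 82 were DEGs at 4 months, 31 at 1 year and 13 at both ages. Of these 13, *Fos* and *Atf3* were higher and *Htr5b* was lower in treated skin at both ages, and the other 10 changed in opposite directions (*Ccl20*, *Chrng*, *Lce1m*, *Serpina12*, *Bbox1*, *Kctd4*, *Flg2*, *Kprp*, *Ly6m* and *Mia*). With TMM factors, 6 genes were DEGs at both ages, 5 of them among the 82, and 3 of the 6 changed in opposite directions. The number of shared DEGs with opposite directions also depended on single mice. With each mouse left out in turn, it ranged from 0 of 3 (without 4-month-old replicate 2) to 20 of 23 (without 1-year-old replicate 2). In mean FPKM, 22 of the 82 were higher and 17 lower in treated skin at both ages. By the deposited age labels, 34 were higher at 4 months and lower at 1 year, and 9 the reverse. Fig. 3D draws these with the ages exchanged. Opposite directions were thus found for 43 of the 82, and for 42 with TMM factors and 38 with the sum of the listed counts as library size. All 3 mice changed in one direction for 50 of the 82 at 4 months, for 45 at 1 year and for 35 at both. *Htr5b*, with at most 31 counts in a library, had a log2 fold change of −2.70 (standard error 0.98) at 4 months and −2.03 (standard error 0.82) at 1 year. When edgeR's p-values are adjusted over the 49 tested genes of the 82 alone, 24 pass at 1 year; the 82 are the paper's own choice on these libraries, so this number shows no stability.

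**Figure D1:**
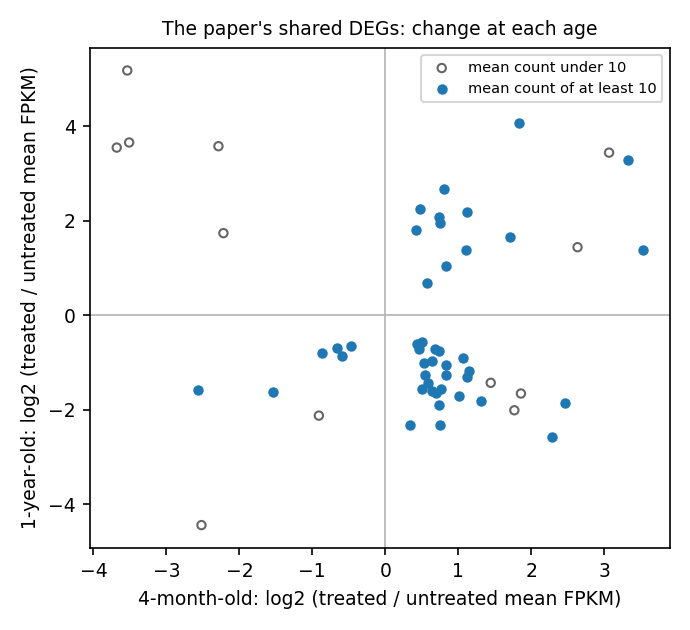
Log2 ratio of mean FPKM in treated to untreated skin (n = 3 mice per group) at 4 months (horizontal axis) and at 1 year (vertical axis), 1 point per shared gene. Filled points have a mean count of at least 10 over the 12 libraries and open points fewer. The 56 genes with a nonzero mean in every group are drawn, and the other 26 are left out because a group mean was 0. Points in the upper left and lower right changed in opposite directions at the 2 ages.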

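A block of epidermal differentiation genes, which encode keratins and proteins of the cornified layer, separated the ages in the deposited values. Over the 12 listed genes of a set written down beforehand (*Krt1*, *Krt10*, *Krt77*, *Lor*, *Flg*, *Flg2*, *Hrnr*, *Kprp*, *Krtdap*, *Lce1m*, *Klk9* and *Serpina12*), the mean change in log2(FPKM + 0.5) from untreated to treated skin of the same mouse was 0.67 ± 0.32 (SD, n = 3) at 4 months, higher in 3 of 3 mice. At 1 year it was −1.41 ± 0.56 (SD, n = 3), lower in 3 of 3 mice. A two-sided exact sign-flip test gave p = 0.25 at either age, the smallest p that 3 mice allow. The changes at the 2 ages differed by −2.08 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). TMM factors brought the changes to 0.28 and −1.17. With no replicate block, that is, with the samples taken as unpaired, exact permutation tests gave p = 0.5 at 4 months and p = 0.1 at 1 year. Untreated skin of 1-year-old mice was higher in this set by 1.46 (exact permutation test, p = 0.1) than that of 4-month-old mice. Ages here are those of the deposited labels. Fig. 3D draws all 12 genes the other way, higher in treated skin under its 1-year-old label and lower under its 4-month-old label. Its colours match the deposited values with the age labels exchanged (correlation 0.998), so which age shows which direction is not settled.
*Krt77* (ENSMUSG00000067594, chromosome 15, 101858731 to 101869705) fell from 171 ± 63.5 to 34.2 ± 18.1 FPKM (SD, n = 3) in 1-year-old skin, a log2 fold change of −2.44 (standard error 0.41, adjusted p = 0.00657 from edgeR), and rose from 50.7 ± 49.8 to 85.5 ± 82.5 in 4-month-old skin. *Flg2* and *Hrnr*, neighbours on chromosome 3, had log2 fold changes of −2.42 (standard error 0.34, adjusted p = 0.00577) and −1.83 (standard error 0.33, adjusted p = 0.00893) at 1 year, each lower in 3 of 3 mice. At 4 months their log2 fold changes were 0.80 and 0.71, and neither they nor *Krt77* passed the adjusted cutoff.

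**Figure D2:**
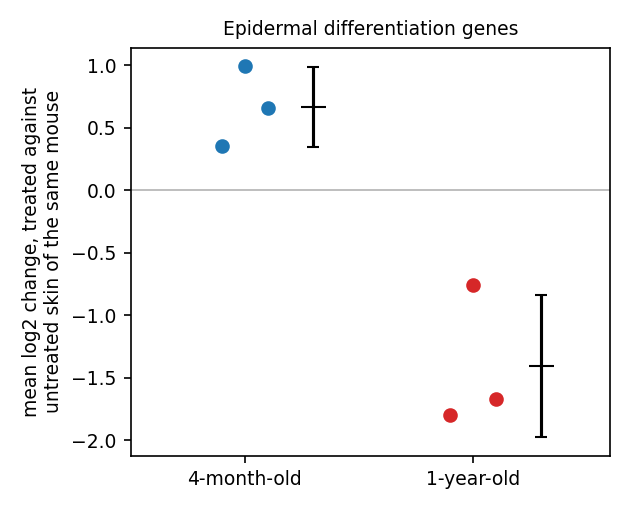
Mean log2 change of the 12 epidermal differentiation genes, treated against untreated skin of the same mouse, with 1 point per mouse and the mean ± SD of each age (n = 3) beside the points. The changes are 0.35, 0.99 and 0.66 at 4 months and −1.80, −0.76 and −1.67 at 1 year. Ages are those of the deposited labels, and Fig. 3D draws these genes with the ages exchanged. With the sum of the listed counts as library size the means are 0.15 and −0.93.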

To further explore the biological processes and molecular pathways related to skin remodeling following radiofrequency treatment, Gene Ontology (GO) analysis was conducted, including the categories of Biological Process (BP), Cellular Component (CC) and Molecular Function (MF) (Figure 3E). The GO analysis revealed that DEGs in both age groups were primarily involved in the regulation of body fluids, skin development, antimicrobial humoral response and water homeostasis in terms of Biological Processes. 

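The deposited table carries the authors' GO annotation of each gene, without the parent terms. Under those annotations, 1 of the 82 shared genes (*Cstdc2*) is assigned to antimicrobial humoral response, and 0 to regulation of body fluid levels, skin development or water homeostasis, terms that 2, 1 and 1 of all listed genes carry. Of related terms, 2 of the 82 are assigned to keratinocyte differentiation (*Krt10* and *Lor*), 2 to keratinization (*Lce1m* and *Lor*) and 1 to establishment of skin barrier (*Krt1*). No enrichment was computed, because the genes outside the table, which would form the background, were not analysed here. *Krt10* (chromosome 11, 99385254 to 99389364) was at 290 ± 102 and 516 ± 154 FPKM (SD, n = 3) in untreated and treated 4-month-old skin, and at 653 ± 415 and 273 ± 118 in 1-year-old skin. Its log2 fold change was 0.85 (standard error 0.45) at 4 months, higher in 3 of 3 mice, and −1.28 (standard error 0.46) at 1 year, lower in 3 of 3, with edgeR adjusted p-values of 0.141 and 0.159. *Lor* fell at 1 year in 3 of 3 mice (log2 fold change −1.09, standard error 0.32, adjusted p = 0.104). *Krt1* had log2 fold changes of 0.72 and −0.87 at the 2 ages and was not a DEG at either. *Kprp* (−1.33, standard error 0.26, adjusted p = 0.0125) and *Serpina12* (−1.55, standard error 0.29, adjusted p = 0.011) were lower in 3 of 3 mice at 1 year. The 4-month rise of *Lor* depended on the scaling, with a log2 fold change of 0.55 by library totals and 0.14 by TMM factors.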

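In the annotation that the authors deposited, 4 of the 82 shared genes carry the term extracellular matrix, namely *Mmp9*, *Aspn*, *Tnc* and *Lrrtm4*, among 10 of all listed genes. A further 5 are assigned to the cornified envelope (*Krt10*, *Lor*, *Krt1*, *Serpinb2* and *Krt77*) and 5 to the keratin filament. *Aspn* (chromosome 13, 49544443 to 49567565), which encodes the matrix protein asporin, was at 65.9 ± 33.2 and 89.2 ± 35 FPKM (SD, n = 3) in untreated and treated 4-month-old skin, higher in 3 of 3 mice, and at 71.8 ± 23.0 and 47.4 ± 2.34 in 1-year-old skin, higher in 1 of 3. Its log2 fold changes of 0.46 (standard error 0.31, adjusted p = 0.183) and −0.55 (standard error 0.31, adjusted p = 0.362 from edgeR) did not pass the cutoff, and the first became −0.09 with the sum of the listed counts as library size. *Lrrtm4* had 73 counts in 1 treated 4-month-old library and 73 in 1 untreated 1-year-old library, and at most 14 in any other.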

In the Cellular Component category, the most enriched DEGs were associated with organelles and the extracellular matrix (ECM). 

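Of the 82 shared genes, *Fos*, *Atf3*, *St18* and *Gm21994* are annotated as DNA-binding transcription factors and *Ccl20* and *Cxcl5* as chemokines. *Atf3* (chromosome 1, 191170296 to 191218039) rose from 5.51 ± 1.91 to 12.0 ± 2.30 FPKM (SD, n = 3) at 4 months and from 3.98 ± 0.823 to 18.1 ± 17.1 at 1 year, in 3 of 3 mice at either age. Its log2 fold changes were 1.16 (standard error 0.42, adjusted p = 0.141) and 1.79 (standard error 0.43, adjusted p = 0.0454 from edgeR). *St18* was a DEG at 1 year only (log2 fold change 2.90, standard error 1.06, adjusted p = 0.159) and rests on 102, 16 and 1 counts in the treated libraries against 4, 3 and 1. *Gm21994* was counted in a few libraries only, with 372 and 77 counts in treated and untreated skin of one 4-month-old mouse and 11 in one treated 1-year-old library. *Ccl20* (chromosome 1, 83116766 to 83119167) had 11, 9 and 2 counts in untreated and 65, 38 and 6 in treated 4-month-old skin. In 1-year-old skin the counts were 25, 6 and 16 without and 5, 4 and 1 with treatment. Its log2 fold change was 2.12 (standard error 0.75, adjusted p = 0.141) at 4 months, higher in 3 of 3 mice, and −2.25 (standard error 0.80, adjusted p = 0.159) at 1 year, lower in 3 of 3. *Cxcl5* did not pass the filter on low counts. It had 2, 34 and 4 counts in untreated and 2, 1 and 0 in treated 4-month-old skin, and 2, 0 and 0 against 20, 5 and 1 at 1 year.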

In the Molecular Function category, key DEGs were related to transcription factors and chemokines (Figure 3E). Additionally, to investigate the molecular pathways affected by radiofrequency treatment in both age groups, KEGG pathway analysis was performed. This analysis identified 20 significantly altered pathways, as shown in Figure 3F. Notably, the IL-17 signaling pathway, TNF signaling pathway and estrogen signaling pathway were among the most significantly altered pathways.

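In the KEGG annotation of the deposited table, the IL-17 signaling pathway and the TNF signaling pathway hold the same 4 of the 82 shared genes, *Mmp9*, *Fos*, *Ccl20* and *Cxcl5*. The estrogen signaling pathway also holds 4 (*Mmp9*, *Krt10*, *Fos* and *Gabbr2*), so *Mmp9* and *Fos* are in all 3 pathways. Over all listed genes the pathways hold 9, 6 and 10. A set of IL-17 and TNF target genes written down beforehand had 30 genes, of which 6 are listed. The 5 that passed the low-count filter were scored (*Ccl20*, *Fos*, *Mmp9*, *Mmp13* and *Fosb*). Its mean change in log2(FPKM + 0.5) was 0.39 ± 0.66 (SD, n = 3) at 4 months, higher in 2 of 3 mice, and −0.23 ± 0.31 (SD, n = 3) at 1 year, higher in 1 of 3. Over both ages the change was 0.08, higher in 3 of 6 mice (two-sided exact sign-flip test, p = 0.812, and without the replicate block a permutation test gave p = 0.831). For this set, the change over both ages and that at 4 months are smaller than the spread between mice. At 4 months *Mmp9* and *Mmp13* fell while *Fos*, *Fosb* and *Ccl20* rose, and most of the set is not listed. Their mean therefore cannot decide whether these pathways responded. *Gabbr2* (log2 fold change 2.47, standard error 0.86, adjusted p = 0.141 from edgeR, and higher in 3 of 3 mice at 4 months) was counted at most 9 times in a 4-month-old library.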

### 2.4. Protein–Protein Interactions (PPIs) Among DEGs Following Radiofrequency Treatment

The 82 DEGs were imported into the STRING database to construct a protein–protein interaction (PPI) network, as shown in Figure 4A. Ten hub genes—*MMP9*, *ITGAM*, *FOS*, *ATF3*, *SERPINB2*, *CCL20*, *CXCL5*, *NCF1*, *F9* and *FGFR1*—were identified within the PPI network using the Cytoscape (v3.10.3) plug-in CytoHubba (Figure 4B). 

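All of these hub genes except *Fgfr1*, which was not analysed here, are in the deposited table. *Itgam* (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491), which encodes the integrin chain CD11b of myeloid cells, rose from 6.91 ± 0.598 to 9.61 ± 0.733 FPKM (SD, n = 3) at 4 months and from 5.49 ± 1.74 to 26.3 ± 32.3 at 1 year. The latter rested on one library, with 7611 counts in treated skin of the first 1-year-old mouse against 1502 and 444 in the others, and was higher in 2 of 3 mice. Its log2 fold change at 1 year was 1.48 (standard error 0.64, adjusted p = 0.24 from edgeR), and 0.52 without that mouse. *Ncf1* showed the same library, with 4506 counts against 973 and 407, and a log2 fold change of 1.27 (standard error 0.56, adjusted p = 0.248), higher in 2 of 3 mice. At 4 months neither was a DEG by library totals (*Itgam* 0.48, standard error 0.55; *Ncf1* 0.47, standard error 0.50), and both were near 0 with TMM factors, at 0.07 and 0.06. *Serpinb2* (chromosome 1, 107511423 to 107535478) had log2 fold changes of 0.46 (standard error 0.29, adjusted p = 0.171) at 4 months, higher in 2 of 3 mice, and −0.80 (standard error 0.29, adjusted p = 0.16) at 1 year, lower in 3 of 3. *F9* did not pass the low-count filter, with 0 counts in all 3 untreated and 3, 0 and 6 in treated 4-month-old libraries, and 0, 1 and 0 against 13, 5 and 0 at 1 year.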

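*Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) was at 5.70 ± 0.919 FPKM in untreated and 12.3 ± 6.69 FPKM in treated 4-month-old skin (SD, n = 3), and at 5.67 ± 4.69 and 14.8 ± 16.3 in 1-year-old skin. *Mmp9* (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) was at 4.25 ± 2.18 and 2.68 ± 1.62 FPKM at 4 months, and at 3.97 ± 1.96 and 2.46 ± 1.86 at 1 year. *Mmp9* was lower in treated skin of 3 of 3 mice at both ages.

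**Figure D3:**
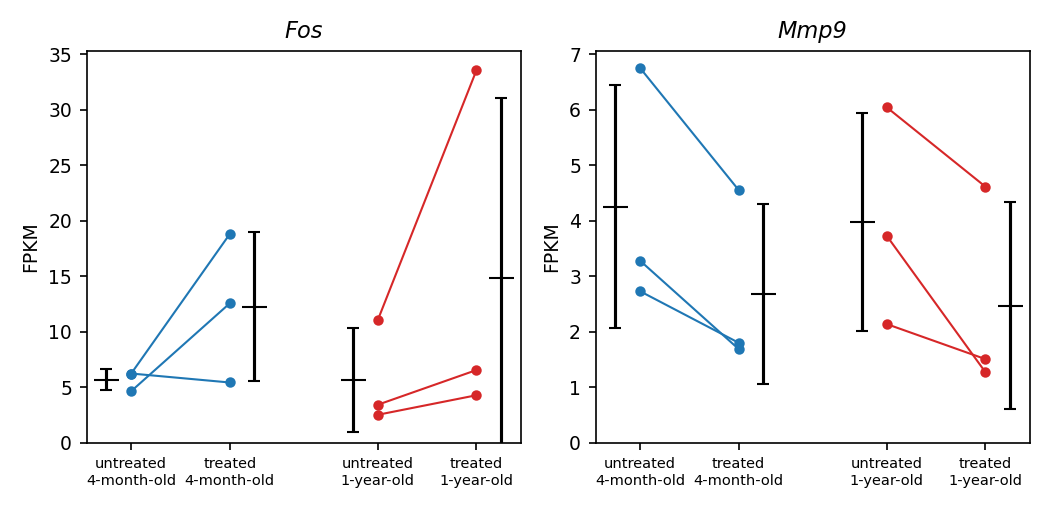
FPKM of *Fos* (left) and *Mmp9* (right) in untreated and treated skin. Each line joins the 2 samples of one mouse (n = 3 per age), and the black marks beside the points are the mean ± SD of each group. The lower error bar of *Fos* in treated 1-year-old skin reaches below 0, where the axis starts. *Fos* rose in 2 of 3 mice at 4 months and in 3 of 3 at 1 year.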

To validate the RNA-seq results, *Mmp9* and *Fos*, which were significantly differentially expressed according to the RNA-seq analysis, were selected for qRT-PCR validation. The qRT-PCR results confirmed that the expression changes observed were consistent with those found in the RNA-seq analysis. Specifically, in both the 4-month-old and the 1-year-old groups, *Mmp9* levels decreased while *Fos* levels increased (Figure 5A,B).

### 2.5. Radiofrequency Treatment Activates Fibroblasts in the Dermis of the Skin

Dermal fibroblasts are the primary cells responsible for collagen production within the dermis. These fibroblasts are heterogeneous and can be categorized anatomically into papillary dermal fibroblasts and reticular dermal fibroblasts. Functionally, papillary fibroblasts are fundamental for the formation and growth of new hair follicles, whereas reticular fibroblasts, which exhibit higher levels of α-SMA expression, are involved in producing the ECM, including the collagen matrix, and contribute to skin repair and regeneration following wound injury [10,11]. Our results demonstrate that radiofrequency treatment increases the number of α-SMA^+^ cells (Figure 6A). This effect was more robust in the 1-year-old group compared to the 4-month-old group (Figure 6B).

### 2.6. M2 Macrophages Accumulate in the Skin of Aged Mice While Radiofrequency Treatment Reprograms Macrophage Activation in the Dermis

Macrophages collaborate with fibroblasts to maintain tissue homeostasis, including in the skin, by enhancing fibroblast activation and collagen secretion [12]. Accumulated evidence demonstrates that age-induced changes in macrophages may lead to a pro-inflammatory state characterized by an alternatively activated (M2-like) phenotype [13]. However, the impact of radiofrequency treatment on macrophage activation in the skin remains elusive. The CIBERSORT algorithm, which calculates the proportion of various immune cell types, was employed to investigate the immune cell composition and to study the pathogenesis of diseases. We utilized this algorithm to analyze immune cell distributions and to visualize the results using box plots for skin tissues from the 4-month-old and 1-year-old groups with or without radiofrequency treatment (Figure 7A,B). Macrophages accounted for the highest proportion (more than 20%) among all immune cell populations in this analysis, representing the predominant cellular subset. This immune cell infiltration analysis combined with immunohistochemical staining of CD206 revealed that M2 macrophages accumulate in the skin of aged mice, with a reduction in M2 macrophages following radiofrequency treatment in both age groups (Figure 7C,D).

## 3. Discussion

Radiofrequency technology is widely employed in medical aesthetics due to its anti-aging effects, which include reducing skin sagging and wrinkles while enhancing skin firmness, elasticity and radiance. Previous studies have shown that thermal damage caused by radiofrequency treatment initiates the skin’s wound repair process and stimulates collagen regeneration [14]. However, the molecular mechanisms and gene expression profiles underlying the anti-aging effects of radiofrequencies remain poorly understood. In this study, we observed significant differences in both histological and molecular characteristics of mouse skin following one week of radiofrequency treatment.

RNA-sequencing analysis of radiofrequency-treated versus untreated mouse skin provides a comprehensive list of significantly differentially expressed genes in the skin. Given the high similarities in histological, physiological and immunological properties between mouse and human skin, the molecular changes observed in our experimental animals are likely to reflect those in human skin treated with radiofrequencies in clinical settings. Besides histological alterations, mouse skin responds to the microthermal damage induced by radiofrequencies with distinct gene expression profiles. A limited number of overlapping differentially expressed genes in the 4-month-old and 1-year-old mice reveal unique gene expression patterns induced by radiofrequencies. These genes include damage response genes such as *Tnc*, *Itgam* and *Smtnl2*. 

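*Tnc* (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015), which encodes tenascin C, fell from 10.1 ± 1.74 to 6.64 ± 2.92 FPKM (SD, n = 3) in 4-month-old skin, in 3 of 3 mice (log2 fold change −0.68, standard error 0.29, adjusted p = 0.141 from edgeR). At 1 year it was at 6.88 ± 5.84 and 3.77 ± 2.23 FPKM, lower in 2 of 3 mice (log2 fold change −0.64, standard error 0.29, adjusted p = 0.248), and was not a DEG. *Smtnl2* (ENSMUSG00000045667, chromosome 11, 72389164 to 72411713), a smoothelin-like gene, was higher in treated skin of 3 of 3 mice at either age, at 11.9 ± 3.81 against 17.7 ± 9.84 FPKM and 7.79 ± 3.34 against 12.6 ± 7.91. Its log2 fold changes of 0.47 (standard error 0.27, adjusted p = 0.155) and 0.60 (standard error 0.27, adjusted p = 0.248) did not reach the cutoff, and with TMM factors they were 0.06 and 0.86, the second of which did. *Itgam* was higher in 3 of 3 mice at 4 months, by less than its standard error in the fit over all 12 libraries. It passed the cutoff in 2 of 20 alternative settings, the fit of each age on its own and a gene-wise paired test. With TMM factors its log2 fold change was 0.07. The paper states that the few DEGs overlapping between the ages reveal unique gene expression patterns induced by radiofrequencies.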

*Tnc* and *Itgam* are directly involved in damage response, with *Tnc* focusing on tissue remodeling and inflammation and *Itgam* on immune cell function and response to injury. *Smtnl2*, while not as directly linked to damage response as the other two, still plays a role in the physiological processes that can be part of the body’s response to damage, particularly in smooth muscle tissues. We also screened out other genes, which include genes that regulate the cell cycle, DNA replication, cell survival and cytoskeletal remodeling. These genes are *Ly9*, *Ncf1*, *Fos*, *Aspn*, *Reg2*, *Treml1*, *Ccl20*, *Chrng*, *Atf3*, *Marchf7*, *Cstdc2*, *Lce1m*, *Cxcl5*, *Akap3*, *Acsm3* and *F9*. 

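*Lce1m* (chromosome 3, 93017810 to 93019060) fell at 1 year from 40.8 ± 22.8 to 13.9 ± 6.30 FPKM (SD, n = 3), a log2 fold change of −1.49 (standard error 0.25, adjusted p = 0.00657 from edgeR), lower in 3 of 3 mice. At 4 months it was higher in 3 of 3 mice (0.62, standard error 0.25, adjusted p = 0.141), and 0.21 with TMM factors. *Acsm3* was lower in 3 of 3 mice at either age, with log2 fold changes of −0.46 (standard error 0.23) and −0.67 (standard error 0.23), the second past the cutoff. With TMM factors they were −0.87 and −0.41, the first past the cutoff. *Ly9* rose by 0.70 (standard error 0.55) and 1.52 (standard error 0.62), in 3 of 3 and 2 of 3 mice, and was a DEG at 1 year. *Marchf7* (0.50 and −0.50, standard error 0.29 for both) was not a DEG at either age. *Chrng* rests on single libraries, with 1, 338 and 1 counts in untreated and 0, 16 and 1 in treated 4-month-old skin, and 0 in all 3 untreated against 21, 0 and 0 in treated 1-year-old skin. *Reg2*, *Treml1*, *Cstdc2* and *Akap3* did not pass the filter on low counts, were counted at most 8 times in any library, and are given no fold change.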

Many of these genes are also up-regulated during wound healing, suggesting that they represent a common transcriptional program involved in cellular stress and proliferation. However, these genes have not been shown to be associated with injury responses. Notably, GO and KEGG analyses highlighted the AP1 family transcription factor Fos. Previous studies demonstrated that mechanical-force-induced skin damage activates the EGFR-RAS-MAPK pathway, leading to Fos up-regulation that drives epidermal stem cell proliferation and renewal [15]. 

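*Fos*, which encodes a subunit of the AP1 transcription factor, had a log2 fold change of 0.96 (standard error 0.38, adjusted p = 0.141 from edgeR) at 4 months and 1.11 (standard error 0.37, adjusted p = 0.151) at 1 year. Averaged over the ages it was 1.03 (adjusted p = 0.0966), and *Fos* was a DEG at both ages. By TMM factors the values were 0.56, no longer past the cutoff, and 1.36. The difference of the changes at the 2 ages was 0.14 (adjusted p = 0.839). A set of immediate early genes written down beforehand had 5 listed members (*Fos*, *Fosb*, *Atf3*, *Nr4a1* and *Dusp1*). Its mean change in log2(FPKM + 0.5) was 0.97 ± 0.87 (SD, n = 3) at 4 months and 0.62 ± 0.14 (SD, n = 3) at 1 year, and over both ages 0.79, higher in 6 of 6 mice (two-sided exact sign-flip test, p = 0.031, the smallest that 6 mice allow). With no replicate block an exact permutation test gave p = 0.0628, and with TMM factors, under which the change was 0.72, the sign-flip test gave p = 0.0625. *Nr4a1* (0.88, standard error 0.37) and *Dusp1* (0.63, standard error 0.25) were DEGs at 4 months, higher in 3 of 3 mice at both ages, and *Fosb* was lower in 2 of 3 mice at 1 year (log2 fold change −0.71, standard error 0.61). The listed genes were chosen for a change at 4 months, so the 4-month part of this test is not independent of that choice.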

In our study, we observed consistent Fos up-regulation, suggesting its conserved role in the tissue remodeling process.

Furthermore, GO and KEGG analyses revealed significant activation of inflammatory responses, including the IL-17 signaling pathway and the TNF signaling pathways, which may stimulate cell proliferation and initiate skin regeneration. Chemokines, cytokines and proteolytic processing factors interact in inflammatory responses induced by microthermal injury. 

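The deposited table lists the matrix metalloproteinase genes *Mmp9*, *Mmp13*, *Mmp1b* and *Mmp24*. *Mmp13* (chromosome 9, 7272514 to 7283331) was at 3.56 ± 4.93 FPKM (SD, n = 3) in untreated and 0.923 ± 0.975 in treated 4-month-old skin, and at 0.975 ± 1.38 and 0.551 ± 0.397 in 1-year-old skin. The untreated mean at 4 months rests on one library with 598 counts against 14 and 70, and *Mmp13* was lower in 2 of 3 mice at either age. Its log2 fold changes were −1.22 (standard error 0.75, adjusted p = 0.17) and 0.06 (standard error 0.75, adjusted p = 0.972 from edgeR), and the second became −0.82 without the mouse as a block. *Mmp1b* had at most 9 counts and *Mmp24* at most 7 in any library, too few for a comparison at this depth.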

In this complex regulatory network, we observed changes in the activity of MMP genes involved in ECM remodeling following radiofrequency treatment. Mmp9, a matrix metalloproteinase, degrades collagen, gelatin, fibrin and other ECM components [16]. 

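The log2 fold change of *Mmp9* was −0.71 (standard error 0.32, adjusted p = 0.141 from edgeR) at 4 months and −0.81 (standard error 0.32, adjusted p = 0.199) at 1 year. The unadjusted p-value passed the cutoff at 1 year and not at 4 months. With TMM factors the log2 fold changes were −1.12, past the cutoff, and −0.55, no longer past it. Averaged over both ages, *Mmp9* changed by −0.76 (adjusted p = 0.106), with a lower value in 6 of 6 mice. Libraries held between 99 and 520 counts of *Mmp9*.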

Differential expression analysis indicates that Mmp9 expression is down-regulated after radiofrequency treatment in both young and aged mice, which suggests a reduction potential in ECM degradation. Our findings underscore the critical involvement of inflammatory cascades in mediating cutaneous adaptive responses to radiofrequency exposure. Future investigation is needed to delineate the mechanisms through which controlled immune activation orchestrates tissue repair post-thermal injury, particularly focusing on the temporal regulation of pro-regenerative versus pro-fibrotic signaling pathways. Furthermore, the therapeutic potential of combinatorial regimens integrating anti-inflammatory immunomodulators with radiofrequency devices warrants systematic exploration in preclinical models.

Although histological analysis indicated significant differences between the young and aged groups, as well as between the untreated and the treated groups, the most pronounced molecular differences were observed in collagen-related genes and proteins within the young group (4-month-old mice). The observed discrepancy in radiofrequency efficacy between the 4-month-old group and the 1-year-old group may be attributed to the age-related alterations in the tissue microenvironment that collectively impair regenerative capacity. Mechanistically, aged skin exhibits (1) dysfunctional collagen deposition characterized by a fragmented matrix architecture that disrupts fibroblast adhesion and mechanotransduction signaling, (2) altered immune cell dynamics with increased M2-polarized macrophages that may dampen pro-regenerative crosstalk between fibroblasts and immune compartments [17], and (3) diminished expression of critical transcriptional regulators (e.g., AP1 factors) and chemokine gradients essential for orchestrating biomolecular cascades following thermal stimulation [18]. These degenerative changes are further exacerbated by age-associated adipose infiltration that physically disrupts dermal architecture [19]. Consequently, these alterations create a microenvironment less responsive to radiofrequency-induced tissue remodeling signals compared to younger skin with intact ECM integrity and robust paracrine signaling networks.

There are also limitations to our study. Although we identified Fos and MMP9 as the targets of radiofrequencies in skin aging treatment, validation of these targets using either genetic or pharmacologic manipulation has not yet been fulfilled. The age-related radiofrequency resistance due to alterations in the microenvironment still needs to be investigated in cohorts with large sample sizes and long-term observations, as well as radiofrequencies with more parameters. The detailed crosstalk among cells in skin ECM during tissue repair is worth exploring.

## 4. Conclusions

Taken together, the results demonstrate that radiofrequency-induced spatial heating in the dermal layer induces physical changes in the cellular microenvironment and triggers biomolecular cascades, such as IL-17 and TNF signaling pathways, to restore skin homeostasis. Additionally, Mmp9 and Fos have been identified as potential targets involved in skin remodeling (Figure 8). Therefore, this study provides biological insights into the use of radiofrequencies against skin aging and also provides experimental evidence supporting their use in future experimental and clinical applications.

## 5. Materials and Methods

### 5.1. Mice and Radiofrequency Treatment

ICR male mice, aged 6–8 weeks, were obtained from Shanghai SLAC Animal Co. (Shanghai, China) and were housed in the animal facility at the Nanjing University of Chinese Medicine, with a temperature of 24 °C as well as a 12 h/12 h light/dark cycle, with ad libitum access to food and water until 4 months of age and 1 year of age. The animals were monitored and cared for according to the guidelines set by the Animal Ethics Committee of Nanjing University of Chinese Medicine (approval number: 202209A069). The mice were randomly divided into two age groups upon their arrival at the animal facility: 4-month-old mice (*n* = 6) and 1-year-old mice (*n* = 5).

The animal experiments were designed as self-control studies in two age groups, where each subject served as its own control. This approach allowed for a direct comparison of effects within the same individual, thereby reducing variability and enhancing the reliability of the results. Prior to each treatment, the mice were anesthetized using isoflurane inhalation. Mouse dorsal skin was delineated into two 1 cm × 2 cm areas: one designated as untreated and the other as treated, following hair removal. The dorsal skin was cleaned and dried thoroughly. A gel (TriPollar^®^, Pollogen Ltd., Tel Aviv, Israel) was evenly applied to the designated treatment area. A multipolar radiofrequency device (model: TriPollar^®^ Stop VX2, Pollogen Ltd.) was utilized in low-range mode, delivering a power density of 8 W/cm^2^, with frequencies alternating between 0.9, 1.0 and 1.25 MHz. The dorsal skin was massaged until the integrated temperature indicator activated (target range: 40–42 °C), ensuring consistent application across the treated area. Treatments were conducted every other day for one week (a regimen optimized based on prior unpublished data showing peak mRNA profiles of collagen type I and type III and fibroblast activity at this interval; Figure 1A). Following the final treatment, the mice were euthanized via isoflurane inhalation (4% in oxygen) and cervical dislocation, and dorsal skin tissues were harvested for analysis.

### 5.2. Histopathological Analysis

Dorsal skin samples were fixed in 4% paraformaldehyde for 24 h, followed by embedding in paraffin and microtome sectioning. Sections were prepared with a 4 μm thickness and were stained with hematoxylin and eosin (H&E). To assess collagen fiber content, additional sections were stained with Masson’s trichrome. The stained sections were then imaged using the Mantra Pathology Workstation (PerkinElmer, Waltham, MA, USA). Dermal thickness and collagen fiber volume were quantified using ImageJ software (v1.8.0.112, Bethesda, MD, USA), based on measurements from the H&E and Masson’s trichrome staining, respectively.

### 5.3. Immunohistochemical (IHC) Staining

IHC staining was conducted following the manufacturer’s protocol (ZSGB-BIO, Beijing, China). Briefly, tissue sections were incubated overnight at 4 °C with the primary antibody CD206 (CST, 24595T, Danvers, MA, USA). This was followed by a 50 min incubation at room temperature with HRP-labeled Goat Anti-Rabbit IgG (H+L) (Bioworld, BS13278, Nanjing, China). Antigen–antibody complexes were visualized using diaminobenzidine (DAB). The stained sections were imaged using the Mantra Pathology Workstation (PerkinElmer, Waltham, MA, USA).

### 5.4. Immunofluorescence (IF) Staining

For tissue immunofluorescence staining, paraffin-embedded skin sections fixed with 4% paraformaldehyde (PFA) were deparaffinized and dehydrated through a series of xylene and ethanol washes. Antigen retrieval was performed in sodium citrate buffer. After blocking with 5% BSA for 30 min at room temperature, sections were incubated overnight at 4 °C with the primary antibody α-SMA (CST, 19245T, Danvers, MA, USA). Following this, the sections were incubated with the secondary antibodies for 1 h at room temperature. Sections were counterstained with Hoechst33342 to label nuclei. Images were captured from three random fields for each sample using a Zeiss Axiovert A1 microscope (Oberkochen, Germany).

### 5.5. Quantitative Real-Time Polymerase Chain Reaction (qPCR)

Dorsal skin tissues were snap-frozen with liquid nitrogen and homogenized with a micro tissue homogenizer (Servicebio, KIZ-III-F, Wuhan, China). Total RNA was isolated using TRIzol (Invitrogen/Life Technologies, Carlsbad, CA, USA) following the manufacturer’s protocol. The extracted RNA was quantified by NanoDrop (Thermo Fisher Scientific, ND-ONE-W, Waltham, MA, USA) and converted to cDNA using a reverse transcription kit (Vazyme, R223, Nanjing, China). The primers used are listed in Table 1, and qPCR was performed on an Applied Biosystems 7900HT (Applied Biosystems/Life Technologies, Foster City, CA, USA). Glyceraldehyde-3-phosphate dehydrogenase (Gaphd)-normalized mRNA for specific gene expression was calculated by the 2^−ΔΔCt^ method.

### 5.6. Western Blot Analysis

Protein samples from mouse dorsal skin were homogenized using a micro tissue homogenizer and then lysed with RIPA buffer, following the manufacturer’s instructions (Yeasen, 20115ES60, Shanghai, China). Protein concentration was determined with a BCA protein assay kit (Beyotime, P0012, Shanghai, China) according to the manufacturer’s instructions. For Western blotting, 30 μg of protein per sample was loaded on a sodium dodecyl sulfate–polyacrylamide (SDS) gel and separated by electrophoresis. The proteins were then transferred to polyvinylidene fluoride (PVDF) membranes using the wet transfer system (Bio-Rad, MiniProtean 3 Cell, San Francisco, CA, USA). The PVDF membranes were blocked with 5% non-fat milk in Tris-buffered saline and Tween 20 (TBST) and then incubated overnight at 4 °C with primary antibodies against type I collagen (Proteintech, 66761-1-Ig, Wuhan, China), type III collagen (Proteintech, 22734-1-AP, Wuhan, China) and elastin (Immunoway, YN2891, Suzhou, China), diluted in TBST containing 0.02% sodium azide and 5% BSA. After washing 4 times with TBST, the membrane was incubated with horseradish peroxidase (HRP)-conjugated secondary antibody (Bioworld Technology, BS13278, BS12478, Nanjing, China). The protein blot was visualized using enhanced chemiluminescence (ECL) reagents (Biosharp, BL520B, Hefei, China) and captured with a Bio-Rad imaging system (Bio-Rad, XRS+, San Francisco, CA, USA).

### 5.7. Image Analysis

The pathological tissue images and Western blot images were analyzed using ImageJ software in a blind manner. Specifically, all images were randomized and labeled by an independent researcher prior to analysis, ensuring that the analyst was unaware of the treatment groups. This approach minimized bias during the quantification of relevant parameters, allowing for objective evaluation of the histological features. Image analysis was performed with ImageJ software (v1.8.0.112, Bethesda, MD, USA).

### 5.8. RNA Sequencing

Sample selection and data exclusion: Samples were selected based on pathological phenotype and RNA stability, with three biological replicates per group included in the analysis. The samples from the same three biological replicates per group were subsequently used for molecular experiments (Western blot and qPCR analyses) to ensure consistency. No additional samples or data points were excluded beyond this selection criteria.

Tissue collection: Mouse skin tissues (about 100 mg per biological replicate) were harvested from each experimental group, immediately snap-frozen in liquid nitrogen and stored at −80 °C until processing.

RNA extraction: Total RNA from untreated and treated skin tissues was extracted using Trizol (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s protocol, with 3 replicates per group according to the manufacturer’s instructions. RNA quantity and integrity was measured using the Nanodrop One (Thermo Fisher Scientific, MA, USA) and the Agilent 2100 Bioanalyzer (Agilent Technologies, PaloAlto, CA, USA), respectively. RNA degradation was examined by RNase-free agarose gel electrophoresis.

RNA sequencing: The mRNA was enriched by oligo(dT) magnetic beads, cut into short fragments and reverse transcribed into the first-strand cDNA using the First Strand Synthesis Reaction Buffer and Random Primer Mix (2×). The second-strand cDNAs were synthesized using the Second Strand Synthesis Reaction Buffer (10×) and Second Strand Synthesis Enzyme Mix. The library was constructed using the NEB Next Ultra RNA Library Prep Kit for Illumina (neb# 7530, New England Biolabs, Ipswich, MA, USA). Subsequently, the second-strand cDNAs were purified with AMPure XP Beads. The ends were repaired, poly(A) was added and the cDNA was ligated to Illumina sequencing adapters. The ligation products were purified using AMPure XP Beads (1.0×X), washed with 80% ethanol and eluted with ddH_2_O. The connecting products were used for PCR amplification. The cDNA library was constructed and sequenced on the Illumina sequencing platform (Illumina Novaseq6000) supplied by Gene Denovo Biotechnology Co. (Guangzhou, China).

Gene expression levels were normalized by the FPKM (fragments per thousand base transcripts/million map readouts) method, and the differential expression genes were screened with a fold change of ≥1.2 and a *p*-value < 0.05. Volcano maps and heat maps were generated using online website tools (https://www.omicsmart.com/), and GO enrichment and KEGG pathway analyses were generated using the clusterProfiler R package (v4.0) with a significance threshold of *p* < 0.05. Abundances of immune cell infiltration were analyzed by the Cibersort algorithm. Two-way ANOVA analysis was used to assess the differences in the proportions of immune cells. Results with *p* < 0.05 were considered significant. The RNA-sequencing data are available in the Gene Expression Omnibus (GEO) database under GSE278079.

### 5.9. Statistical Analysis

The paired Student’s *t*-test was used to assess significance for all data sets. GraphPad 8.02 software (version 8.02; San Diego, CA, USA) analyzed and processed the data results. Quantitative analysis of histological experiments was performed with either five or six biological replicates, as indicated individually. Data sets were analyzed with three biological replicates in the Western blot and qPCR experiments. Data were expressed as means ± standard deviations. *p* < 0.05 indicated a statistically significant difference between groups.

## Figures and Tables

**Figure 1:**
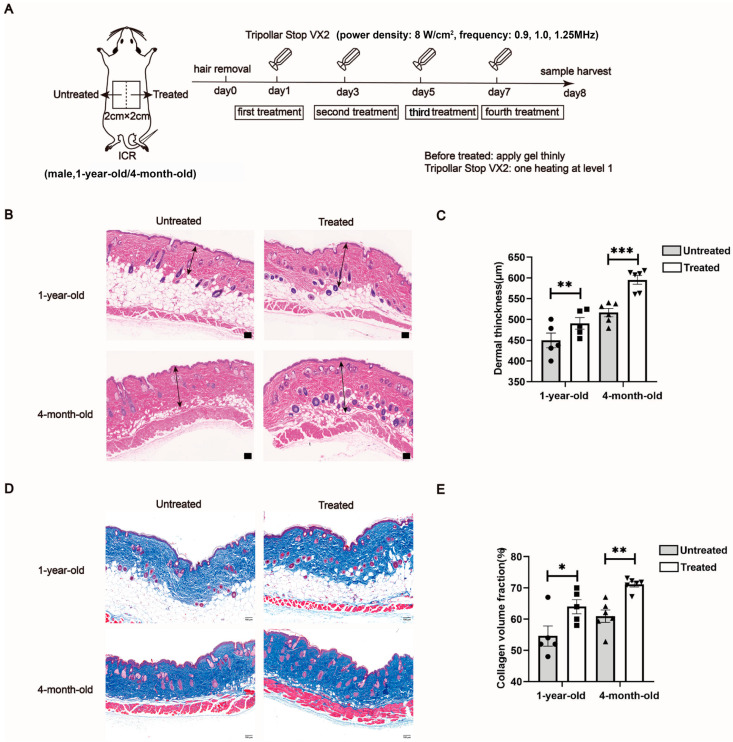
Effects of radiofrequency treatment on dermal thickness and collagen volume in mice of different ages. (**A**) Illustration of treatment schedule. (**B**,**C**) The histopathological change in dermal thickness was shown by H&E staining. The dermal thickness was measured using ImageJ. The arrows in (**A**) indicate the dermal layer. Scale bars = 100 μm. *n* = 5 in 1-year-old group, *n* = 6 in 4-month-old group. (**D**,**E**) The histology and morphological structure of mouse skin tissues were measured by Masson’s trichrome staining for labeling of collagen fibers in blue. Scale bars = 100 μm. *n* = 5 in 1-year-old, *n* = 6 in 4-month-old. Statistical test used in (**C**,**E**) is paired Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001 versus untreated.

**Figure 2:**
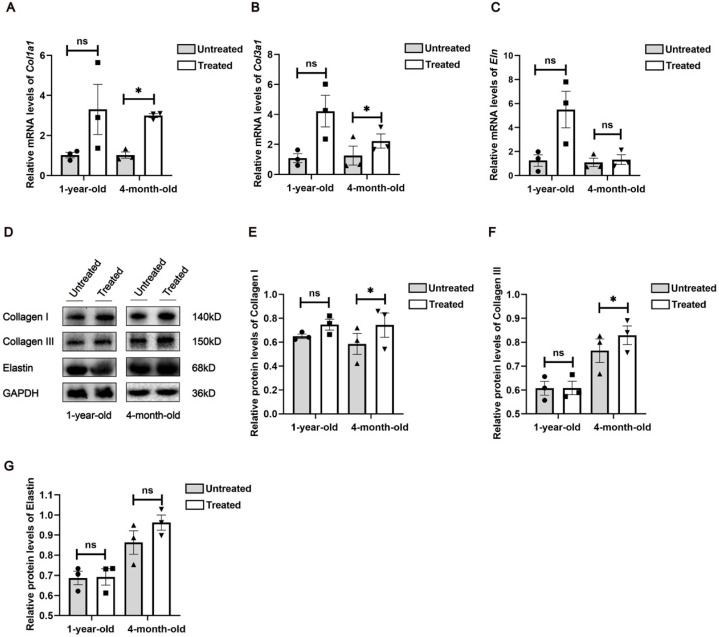
Effects of radiofrequency treatment on collagen-related genes and elastin protein at mRNA and protein levels. Real-time quantitative PCR analysis of gene expression of collagen I (**A**), collagen III (**B**) and elastin (**C**), *n* = 3. (**D**) Western blot analysis of cell lysates from mouse skin tissues. Molecular weights of target bands are indicated on the right. Protein expression was quantitated using Fiji ImageJ and normalized to internal control of GAPDH. (**E**) Collagen I. (**F**) Collagen III. (**G**) Elastin. *n* = 3. Statistical test used is paired Student’s *t*-test. * *p* < 0.05, ns: not significant.

**Figure 3:**
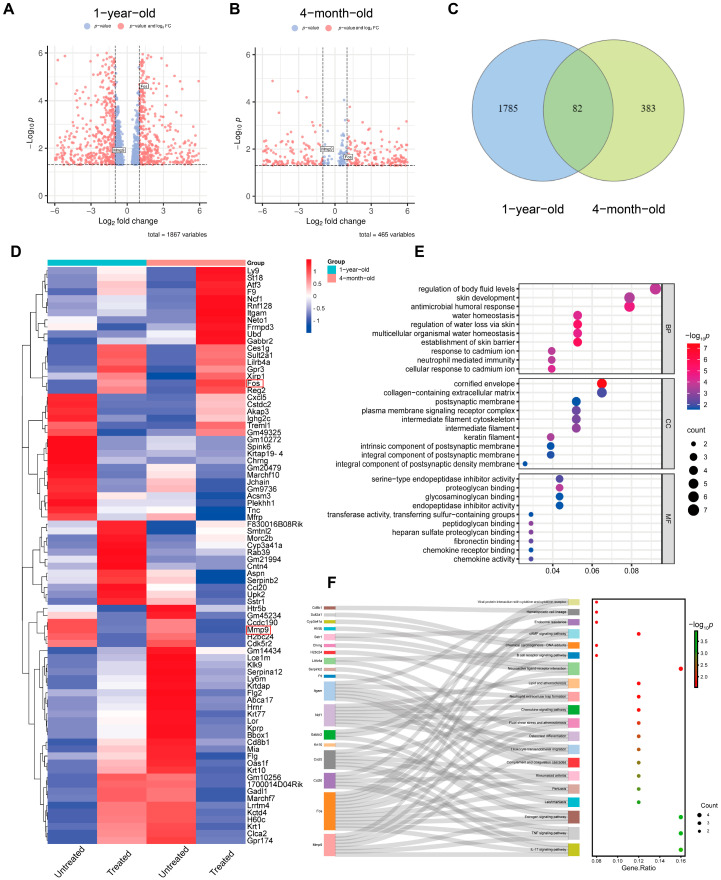
Differential expression of genes (DEGs) in mouse skin tissues treated by radiofrequencies. (**A**,**B**) Volcano plot depicting differentially expressed genes in mice of different ages. Red dots represent gene expression with a fold change ≥ 1.2 and a *p*-value < 0.05, while blue dots represent gene expression with a fold change less than 1.2. Y-axis denotes log_10_ *p*-values, while X-axis shows log_2_ fold-change values. Venn diagram (**C**) and heatmap (**D**) of DEGs. The red rectangular boxes in (**D**) highlight potential hub genes identified in subsequent analyses. Gene Ontology (**E**) and KEGG pathway enrichment analysis (**F**) of radiofrequency treatment-related DEGs. Data availability: NCBI GEO (accession number: GSE278079).

**Figure 4:**
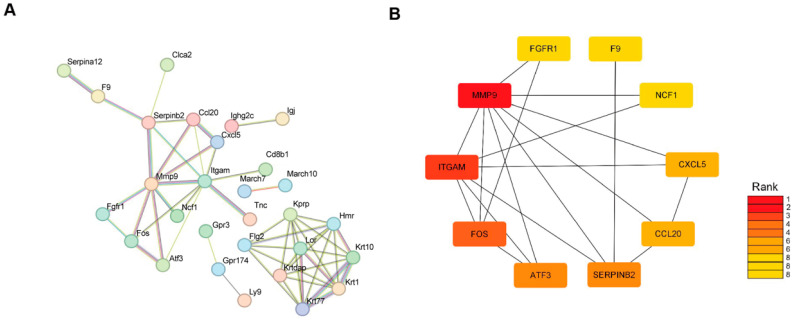
Construction of protein–protein interaction (PPI) network and identification of hub DEGs. (**A**) PPI network analysis of radiofrequency-induced differentially expressed genes (DEGs) using STRING database. (**B**) The top 10 hub DEGs with the highest connectivity identified by MCC (color depth for ranking of hub DEGs).

**Figure 5:**
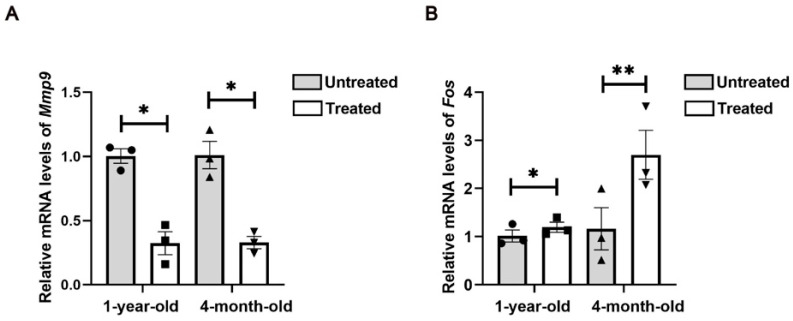
Validation of the mRNA levels of *Mmp9* (**A**) and *Fos* (**B**) by qPCR using mouse skin tissue samples. *n* = 3. Statistical test used in (**A**,**B**) is paired Student’s *t*-test. * *p* < 0.05 and ** *p* < 0.01 versus untreated.

**Figure 6:**
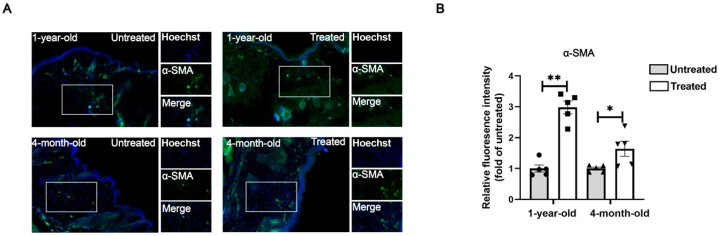
Radiofrequency treatment stimulates dermal fibroblast activation. (**A**) Representative immunofluorescent staining of α-SMA (green) in mouse skin. Hoechst (blue) counterstains nuclei. All images are representative of three independent experiments. Single-channel and marged views of the fluorescence signals are displayed for the area marked with the white box. Magnification: 400×. *n* = 5. (**B**) Quantification of fluorescence intensity using ImageJ. Statistical test used in (**B**) is paired Student’s *t*-test. * *p* < 0.05 and ** *p* < 0.01 versus untreated.

**Figure 7:**
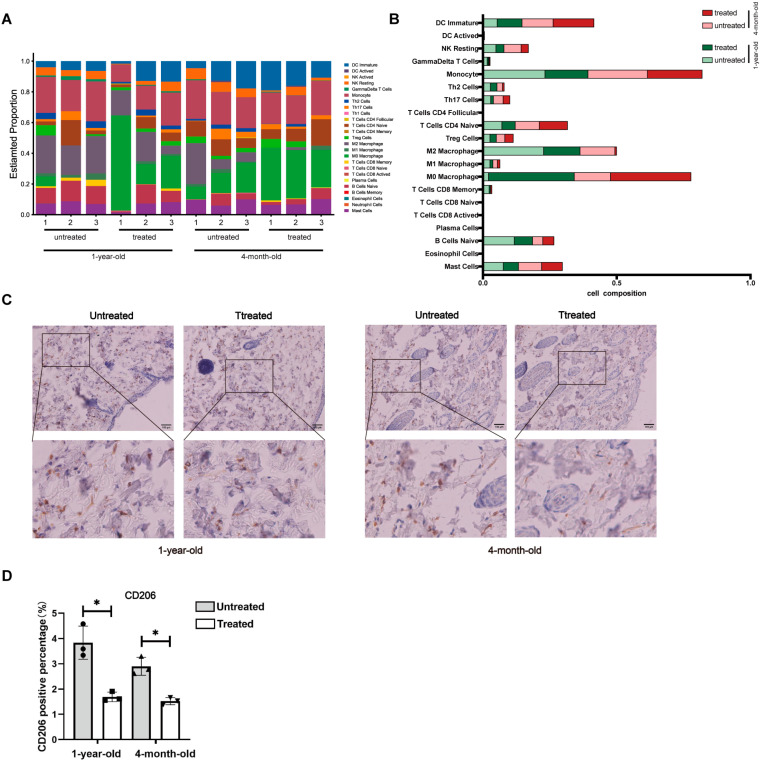
Decrease in M2 macrophages is associated with radiofrequency treatment of mouse skin. (**A**) Composition of immune cells in mouse skin tissue estimated by the CIBERSORT algorithm. Bar plot showing cell types and relative percentage of each sample. Different colors represent different cell types, which are shown in the right bar. Labels 1, 2 and 3 correspond to three independent biological replicates in each group of mice. (**B**) Bar plot showing the average relative cell composition of different groups as indicated (*n* = 3 in each group). (**C**) Representative immunohistochemistry staining of CD206 in mouse skin tissues. All images are representative of three independent experiments. Scale bar, 100 μm. (**D**) Quantification of CD206-positive cells in immunohistochemistry images taken in experiment (**C**). *n* = 3. Statistical test used in (**D**) is paired Student’s *t*-test. * *p* < 0.05 versus untreated.

**Figure 8:**
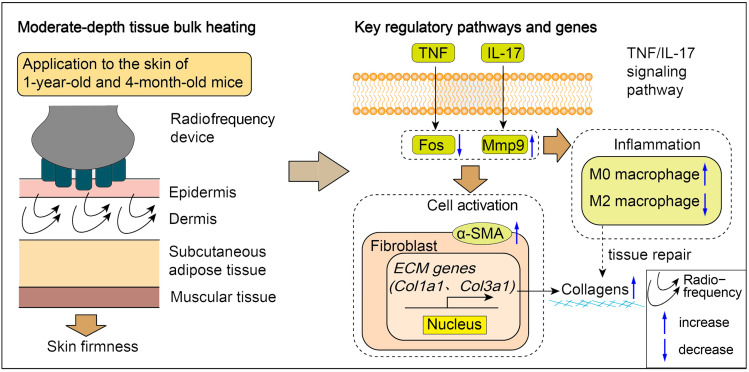
Schematic model of radiofrequency device on mouse skin with operational illustration (**left**) and potential underlying mechanisms (**right**). Radiofrequency device induces transcriptional up-regulation of Fos and down-regulation of Mmp9. These changes are associated with macrophage alternative activation and fibroblast activation, which subsequently lead to an increase in the expression of collagen-coding genes critical for maintaining skin tightness.

**Table 1:** Primer sequences used for qPCR analysis.

Gene	Forward (5′-3′)	Reverse (5′-3′)
*Col1a1*	AGACCTGTGTGTTCCCTACT	GAATCCATCGGTCATGCTCTC
*Col3a1*	GGATCTGTCCTTTGCGATGA	GTAGAAGGCTGTGGGCATATT
*Eln*	CTGCCAAAGCTGCCAAATAC	CCAACACCATAGCCAGGAAA
*Mmp9*	CTGGAACTCACACGACATCTT	TCCACCTTGTTCACCTCATTT
*Fos*	CGTCTTCCTTTGTCTTCACCTACCC	CCTTGCCTTCTCTGACTGCTCAC
*Gaphd*	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA

## Data Availability

The RNA-seq data are available in the Gene Expression Omnibus (GEO) database under GSE278079.

## Abbreviations

GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; TGF-β, tumor growth factor-β; AGEs, advanced glycation end products; RAGE, receptor of advanced glycation end products; H&E, hematoxylin and eosin; IHC, immunohistochemistry; PFA, paraformaldehyde; α-SMA, α-smooth muscle actin; BSA, bovine serum albumin; qPCR, quantitative real-time polymerase chain reaction; BCA, bicinchoninic acid; PVDF, polyvinylidene fluoride; TBST, Tris-buffered saline with Tween^®^20; DEGs, differentially expressed genes; ECM, extracellular matrix; IL, interleukin; TNF, tumor necrosis factor; MCC, Maximal Clique Centrality.

How the deposited data were processed for this re-analysis (not part of the article)

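Bulk RNA sequencing was done on dorsal skin of 6 ICR mice, 3 at 4 months and 3 at 1 year of age, with 1 untreated and 1 treated area per mouse, giving 4 groups of 3 libraries. Mapping of the 12 samples to age, treatment and replicate came from the sample labels. The pairing of the libraries by mouse came from the number shared in the labels by untreated and treated skin, and from the methods, which describe self-control studies and paired tests for all data sets.

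The authors prepared oligo(dT)-enriched libraries, sequenced them on an Illumina instrument and deposited a table of 465 genes with FPKM values, normalized by the authors over the whole library, and expected counts of fragments per gene, which the authors did not normalize. The paper's text names no aligner, counting program or genome build. About 9.5% of the deposited expected counts are not whole numbers, so fragments shared between genes were divided among them; genes with near-identical copies are therefore uncertain. The table also gives the authors' GO and KEGG annotation.

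Library totals were derived from the counts, the FPKM and the lengths of 9 single-transcript genes of GENCODE M21, and lay between 21700000 and 27400000 fragments. At these depths the smallest level taken as seen was 3 counts, and no fold change is given between groups at or under it. Counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with the mouse as a block and all 12 libraries in one fit with 4 residual degrees of freedom. The filterByExpr function (minimum count 10, minimum total 15) kept 164 genes. The age comparison used the 6 untreated libraries without a block. DEGs had an unadjusted p-value under 0.05 and a fold change of at least 1.2, as in the methods. Adjusted p-values are Benjamini-Hochberg values over the tested genes. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They are approximate and can misstate the precision, above all where counts are few. Because the table is a selection, the spread and the adjustment differ from those of a whole transcriptome, and every test at 4 months uses genes already chosen for a difference at 4 months.

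The scaling departs from the design as it was written. That design named edgeR with TMM factors as the main analysis and derived library totals as an alternative. The libraries were instead scaled by the derived totals, because the listed genes are a small part of each library and TMM assumes that most of them are unchanged. This switch was made after the table had been opened and after the numbers of DEGs under both scalings had been seen, so it is not a choice made in advance. DEGs were 37 higher and 14 lower at 4 months and 10 higher and 21 lower at 1 year by library totals, against 9 and 43, and 21 and 14, by TMM. Results under TMM are given beside them.

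Gene sets had been listed before the table was available. A set was scored when at least 5 of its genes were listed, as the mean change in log2(FPKM + 0.5) over its genes that passed the low-count filter, per mouse, with exact sign-flip and permutation tests. The FPKM scale, the filter for the sets and the comparison of set changes between ages were chosen later. Sets for macrophages, collagen, myofibroblasts, hair follicle, adipocytes and blood, among others, had too few listed genes to score. Genes named were those the paper names, genes of the sets, and per age and direction up to 3 DEGs with the largest log2 fold change, changed alike in all 3 mice and with a mean of at least 1 FPKM; which of these are given with values was decided after the values had been seen. A short list of striated muscle genes was made after their values had been seen.

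Alternatives were the fit without the mouse block, each age alone, no low-count filter, a mean of at least 5 FPKM, DESeq2 1.42.0, TMM factors, the sum of the listed counts as library size, limma 3.58.1 on log2(FPKM + c) with c of 0.5, 0.1 or 1, a gene-wise paired test, other thresholds, and leaving out each mouse. Further fits without block and filter (edgeR's quasi-likelihood and exact tests, and DESeq2, the latter pair on each age alone) were added after seeing the data. The edgeR procedure was tested on simulated counts of 465 genes of which 200 were changed 4-fold. At the adjusted cutoff it recovered 91.4% of the 70 changed genes that passed the filter, out of 174 genes. At the unadjusted cutoff it called 4.8% of unchanged genes. Smaller changes were not simulated. Tables, set tests and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The qPCR, Western blot, staining and CIBERSORT results were not analysed here, and no enrichment test was run because genes outside the table were not analysed here.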

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

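All tests of explanations in this part were chosen after the results had been seen.

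The change with treatment differed between the ages for 13 genes in edgeR's test of the difference itself (adjusted p under the cutoff; 46 at the unadjusted cutoff), and this difference between groups is why they are listed here. As log2 fold change at 1 year minus that at 4 months, it was −4.37 for *Ccl20*, −2.11 for *Lce1m*, −2.36 for *Serpina12*, −2.03 for *Bbox1*, −2.54 for *Hrnr*, −2.29 for *Kctd4*, −3.22 for *Flg2*, −1.98 for *Kprp*, −2.87 for *Ly6m*, −3.26 for *Krt77* and −3.93 for *Mia*, and 8.97 for *Chrng* and 5.40 for *Cd300ld5*. The balance of 11 negative and 2 positive differences depended on the scaling. It was 3 negative and 3 positive with TMM factors, 3 and 5 with the sum of the listed counts, and 11 and 5 with DESeq2 size factors. The set of epidermal differentiation genes differed by −2.08 (two-sided exact permutation test, p = 0.1, the smallest 3 against 3 mice can give), and the members *Lce1m*, *Serpina12*, *Hrnr*, *Flg2*, *Kprp* and *Krt77* are among the 13. Only 1 of the 10 splits of the 6 mice into ages, the real one, gave as many genes, and the largest number in another split was 0; a share under 0.1 cannot be reached, so chance cannot be excluded. The listed genes were chosen for a change at 4 months, which can by itself enlarge the contrast with 1 year, and how much of the difference this makes was not tested.

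For the epidermal set, the scaling of the libraries changed the size and not the direction of the difference: it was −1.45 with TMM factors, −1.55 with DESeq2 size factors and −1.08 with the sum of the listed counts, the value nearest 0. Leaving out each mouse in turn gave from −2.40 to −1.88, and the changes were above 0 in 3 of 3 mice at 4 months and below 0 in 3 of 3 at 1 year, so no single mouse produced the difference in the mean of this set. The number of single genes did depend on single mice: without 4-month-old replicate 2, 0 genes passed the adjusted cutoff for the difference between the ages (36 unadjusted), and without 1-year-old replicate 1, 5 did. Library size is an unlikely source, since the log2 ratio of treated to untreated library totals differed between the ages by 0.08. Another explanation is that the treated and untreated pieces differed in tissue composition, such as in the share of muscle. The within-mouse change in striated muscle genes and that in epidermal genes had a Pearson's r of −0.41 over 6 mice (permutation p = 0.44), a Spearman's rho of −0.31 (permutation p = 0.564), and r = −0.44 without the 2 mice farthest from the median; this was the 1 relation computed. The ages fall apart in the epidermal change and 3 mice per age are too few for a value within an age. The muscle genes rose in treated skin of 6 of 6 mice, by 0.24, 0.44 and 0.82 at 4 months and 0.46, 0.56 and 1.25 at 1 year, while the epidermal changes went in opposite directions. These 4 genes were picked after their values had been seen, from genes listed for a change at 4 months, so they cannot settle whether tissue composition plays a part. An exchange of the age labels in the deposited table was also weighed. The fold change cutoff is passed by 339 of the listed genes in the samples labelled 1-year-old, against all 465 in those labelled 4-month-old. The list was thus drawn from the samples labelled 4-month-old, but this does not show the true age. The colours of Fig. 3D match the deposited values with the age labels exchanged (correlation 0.998) and not as labelled (−0.231). An exchange in the figure or in the table therefore stays open. A biological reading, that heating may lower epidermal differentiation genes in older and raise them in younger skin, is a hypothesis that cannot be told apart from differences in tissue composition, exchanged age labels or chance.

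Several of these genes have few counts. *Chrng* had 338 counts in one untreated 4-month-old library, 21 in one treated 1-year-old library and 0 in all untreated 1-year-old libraries, so its difference has no reliable size. *Mia* was counted at most 14 times in any library.

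*Cd300ld5* also stood out in a comparison the paper does not report, that of the ages in untreated skin, where it was higher at 1 year by a log2 fold change of 5.15 (adjusted p = 0.00791 from edgeR). It had 4, 6 and 3 counts in untreated 4-month-old and 116 to 217 in untreated 1-year-old skin; in treated skin it had 0 at 4 months and 226, 222 and 160 at 1 year. The difference of 5.40 above therefore rests on a group at 0. It was the 1 gene past the adjusted cutoff in that comparison, and 1 of the 10 splits of the 6 untreated samples, the real one, gave as many. A candidate explanation is that reads are shared between related genes and assigned differently in different animals; the listed relative *Cd300ld2* was higher at 1 year too, by a log2 ratio of 1.85, on 2, 2 and 0 against 11, 0 and 4 counts, too few to tell. A sequence difference between the outbred mice and the reference was not tested, and an effect of age cannot be told apart from these.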

How the results depend on the processing

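The one test of explanations in this part, other splits of the samples, was chosen after the results had been seen.

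The alternatives below, apart from 3 named as added, were set before the data were examined, as were the gene sets, the rule for named genes and the DEG threshold. The scaling by derived library totals was not: the design named TMM factors as the main scaling and library totals as an alternative, and they were exchanged after the table had been opened and after the numbers of DEGs under both had been seen. Library totals gave 51 DEGs at 4 months (37 higher, 14 lower), 31 at 1 year (10 higher, 21 lower) and 13 shared. TMM factors gave 52 (9 higher, 43 lower), 35 (21 higher, 14 lower) and 6 shared, and at adjusted p 0 genes at 4 months (52 unadjusted), 8 at 1 year, 0 averaged over the ages (47 unadjusted) and 6 for the treatment by age difference. The sum of the listed counts as library size gave 51 (7 higher, 44 lower), 38 (30 higher, 8 lower) and 5 shared, with 1 gene averaged, 8 for treatment by age and 0 for age in untreated skin (31 unadjusted). DESeq2 size factors and Wald test gave 52 (10 higher, 42 lower), 38 (18 higher, 20 lower) and 5 shared, and at adjusted p 25 genes at 4 months, 13 at 1 year, 23 averaged, 16 for treatment by age and 10 for age. The directions of DEGs taken together therefore depend on the scaling. They also depended on single mice with library totals kept. Without 4-month-old replicate 1 there were 15 higher and 15 lower at 4 months, and without 1-year-old replicate 3 there were 20 and 13 at 1 year. Every other fit with a mouse left out kept more higher DEGs at 4 months and more lower DEGs at 1 year. With no replicate block the split at 1 year was 11 and 10.

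With no replicate block there were 23 DEGs at 4 months, 21 at 1 year and 2 shared, and at adjusted p 1 gene at 4 months, 0 at 1 year (21 unadjusted), 0 averaged (29 unadjusted) and 1 for treatment by age. The correlation of skin of one mouse, 0.64 at 4 months and 0.35 at 1 year, shows why the pairing matters. Each age on its own 6 samples, with the replicate block, gave 103, 22 and 14 DEGs, and 4 genes at adjusted p at 1 year. With no low-count filter there were 111, 45 and 26, and at adjusted p 12, 23, 23 averaged, 26 for treatment by age and 11 for age. A mean FPKM of at least 5 left 57 genes, with 11, 16 and 6 DEGs, and at adjusted p 7 at 1 year, 2 averaged and 5 for treatment by age.

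limma on log2(FPKM + 0.5) gave 59, 29 and 13 DEGs, and at adjusted p 0 averaged (43 unadjusted) and 8 for treatment by age; on log2(FPKM + 0.1) 61, 32 and 15, and 10 for treatment by age; on log2(FPKM + 1) 51, 27 and 11, and 0 averaged (40 unadjusted) and 7 for treatment by age. The gene-wise paired test on log2(FPKM + 0.5) gave 38, 14 and 5 DEGs, and at adjusted p 0 at 1 year (15 unadjusted), 1 averaged and 1 for treatment by age. An absolute log2 fold change above 1.2 left 36, 22 and 5 DEGs, and adjusted p in place of p left 0 at 4 months (51 unadjusted), 8 at 1 year and 0 shared (13 unadjusted).

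The 3 fits added after seeing the data gave 83, 32 and 7 DEGs (no replicate block and no low-count filter), 36, 22 and 1 (edgeR exact test per age, likewise without block or filter) and 32, 27 and 2 (DESeq2 per age with library totals, likewise). At adjusted p, the first gave 1 gene at 4 months, 0 at 1 year (32 unadjusted), 0 averaged (80 unadjusted) and 0 for treatment by age (75 unadjusted), the exact test 0 at 1 year (22 unadjusted) and DESeq2 per age 3 at 4 months and 0 at 1 year (27 unadjusted).

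Across the 6 fits that each left out one mouse, DEGs ranged from 17 to 69 at 4 months, 20 to 38 at 1 year and 3 to 23 shared. Genes at adjusted p ranged from 0 to 1 at 4 months (56 unadjusted in one fit with 0), 3 to 17 at 1 year, 0 to 18 averaged (24 unadjusted in one fit with 0), 0 to 25 for treatment by age (36 unadjusted in the fit with 0) and 0 to 3 for age (33 unadjusted in one fit with 0). Why single mice carry so much was not tested.

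Of the set scores, the epidermal differentiation set kept its direction at each age under every alternative run, but its p could not pass the threshold in this design. The immediate early set over both ages, 0.79, kept its direction and no longer passed with no replicate block (0.79), TMM factors (0.72), the sum of the listed counts (0.76), DESeq2 size factors (0.67) or any mouse left out (0.58 to 0.93), where 5 mice cannot pass. The IL-17 and TNF target set changed direction with the sum of the listed counts, to −0.02 at 4 months and 0.11 at 1 year, and over both ages with DESeq2 size factors, to −0.03, and ranged from −0.12 to 0.18 with a mouse left out. The set changes of 0.39 at 4 months and −0.23 at 1 year are smaller than the mean shifts of the sum of the listed counts, and the change over both ages, 0.08, is small beside the DESeq2 shifts of −0.41 and 0.15; the value of −0.12 comes from leaving out the first 4-month-old mouse, whose change was 1.10.

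For the 39 genes given with values, 78 results (gene and age) had 1526 values under alternatives: 1107 kept direction and side of the threshold, 317 kept the direction and lost the threshold, 85 gained it and 17 reversed. Of 47 results past the threshold, 7 passed in every setting run. With the sum of the listed counts, the 4-month log2 fold changes of *Itgam* (−0.07), *Ncf1* (−0.09), *Serpinb2* (−0.09), *Smtnl2* (−0.09), *Aspn* (−0.09), *Marchf7* (−0.05) and *Lor* (−0.00) reversed, as did *Marchf7* at 1 year (0.01); these were small changes that the mean shifts of that scaling, −0.55 and 0.51, exceed. *Mmp13* at 1 year reversed with no replicate block (−0.82, also in the 3 added fits), limma on log2(FPKM + 0.5) (−0.15) and on log2(FPKM + 1) (−0.16) and the gene-wise paired test (−0.15), and ranged from −0.89 to 1.00 with a mouse left out. *Cd300ld5* at 1 year ranged from −0.04 to 0.52 with a mouse left out; for both genes the cause was not tested.

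Other splits exchanged treated and untreated labels within mice. As many DEGs as the real one were found in 1 of 4 splits at 4 months and 1 of 4 splits at 1 year, and as many shared DEGs in 1 of 16 splits, each time in the real split alone; the largest other numbers were 6, 15 and 6. At adjusted p, 4 of 4 splits at 4 months gave as many as the 0 genes (51 unadjusted), 1 of 4 splits at 1 year as many as 8, and 8 of 32 splits as many as the 1 gene averaged over the ages. The first 5 designs cannot give a share under the usual threshold, and the last shows that chance gives as many. The genes were listed for a difference at 4 months under the real labels. The real split was therefore favoured in advance at 4 months and for shared DEGs, so its larger numbers there are no support.

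Depth limits the genes with few counts: 313 listed genes averaged under 10 counts at 4 months. Quantile and upper-quartile scaling applied only to FPKM as the main values and were not run.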

Differences from the paper's values

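All comparisons in this part were made after the results had been seen.

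The paper gives 465 DEGs in 4-month-old skin, against 51 here, and 82 DEGs shared by the ages, against 13 here. None of the alternatives set before the data were examined closed either gap: they gave from 0 (adjusted p in place of p; 51 unadjusted) to 111 DEGs (no low-count filter) at 4 months, and from 0 to 26 shared. The 3 alternatives chosen after seeing the values, with no replicate block and no low-count filter, did not close it either, with 83, 36 and 32 DEGs at 4 months and 7, 1 and 2 shared. The fold change criterion alone was met by all 465 listed genes. The largest number of the 82 found at both ages in one setting was 25, with no low-count filter, and 41 of the 82 passed at both ages in at least one of 21 settings. The number of DEGs in 1-year-old skin was not compared, because genes outside the table were not analysed here.

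The paper counts *Mmp9* as a DEG at both ages. At 4 months its log2 fold change was −0.71 and just short of the threshold by library totals (unadjusted p = 0.0508 from edgeR). There *Mmp9* passed with each age on its own, DESeq2 size factors, TMM factors, the sum of the listed counts, the gene-wise paired test, and without 1-year-old replicate 3. At 1 year *Mmp9* passed by library totals (−0.81) and in 9 of 19 alternative settings. It passed at both ages in the same setting only with DESeq2 size factors. Other genes the paper counts as shared did not pass at 4 months: *Itgam* (0.48), which passed with each age on its own and the gene-wise paired test; *Ncf1* (0.47), *Ly9* (0.70) and *Marchf7* (0.50), which passed with each age on its own; and *Serpinb2* (0.46), *Smtnl2* (0.47) and *Aspn* (0.46), which passed in no setting. *Acsm3* at 4 months (−0.46) passed with each age on its own, a mean FPKM of at least 5, DESeq2, TMM factors, the sum of the listed counts, limma on log2(FPKM + 0.5) and log2(FPKM + 1), the gene-wise paired test, and without 1-year-old replicate 2. At 1 year, *Smtnl2* (0.60) passed with a mean FPKM of at least 5, DESeq2, TMM factors, the sum of the listed counts, limma on log2(FPKM + 0.1), and without 1-year-old replicate 2. *Tnc* (−0.64) and *Aspn* (−0.55) passed at 1 year without 1-year-old replicate 3, and *Marchf7* (−0.50) in no setting.

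Some genes that the paper names were not tested because of low counts. *Cxcl5* passed at both ages with no low-count filter, and also in the fit without block and filter that was chosen after seeing the values; at 4 months it passed too in DESeq2 per age, chosen likewise. *F9* passed at 4 months in the fit without block and filter, and *Treml1* at 1 year in the edgeR exact test per age, both chosen after seeing the values. *Reg2*, *Cstdc2* and *Akap3* passed in no setting.

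In Fig. 3D, the directions drawn under each age label match the deposited values of that age for 39 of the 82 genes. The text gives the threshold as an absolute logFC above 1.2, which 367 of the listed genes meet in mean FPKM.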

Other observations

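All tests in this part were chosen after the results had been seen.

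The colours of the published heat map (Fig. 3D) were compared with the standardized group means of the deposited FPKM over the 82 genes. Read with the age labels of the figure, they had a correlation of −0.231 across genes and groups (genes are not independent replicates), and treated against untreated directions matched for 39 of 82 genes at each age. With the age labels exchanged the correlation was 0.998 and 82 of 82 directions matched. An exchange of the age labels in the figure or in the deposited table would give this. The paper's number of DEGs at 4 months argues against an exchange in the table alone. All 465 listed genes pass the 1.2-fold cutoff in the samples labelled 4-month-old, against 339 in those labelled 1-year-old. An exchange that runs through both the table and the paper's numbers is not excluded. The true ages were therefore not settled, and no biological explanation was tested.

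In treated skin of the first 1-year-old mouse, *Itgam* had 7611 and *Ncf1* 4506 counts, against at most 1502 and 973 in the other 1-year-old libraries. Its library total ranked 2 from the largest of the 12, so its counts alone do not exclude library size as the source. In FPKM, which is scaled by library totals, *Itgam* was still higher in this sample than the mean of the other treated 1-year-old samples by a log2 ratio of 3.01, so library size does not account for it. The change in *Itgam* at 1 year rests on it: without this mouse the log2 fold change was 0.52, against 1.48 with it. More myeloid cells in that sample may be the reason, but marker genes beyond the few listed were not analysed here.

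In untreated skin, the immediate early set was lower at 1 year than at 4 months by a mean log2 difference of −0.59 (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest possible). Its members *Fos*, *Atf3*, *Fosb* and *Nr4a1* had log2 differences of −0.01, −0.46, −1.14 and −1.36, with edgeR adjusted p-values of 0.989, 0.534, 0.496 and 0.0704. The IL-17 and TNF target set differed by −0.32 (exact permutation test, p = 0.6).

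On simulated counts with the design of these samples, 70 of 200 genes changed 4-fold passed the filter. At the adjusted cutoff edgeR recovered 91.4% of these 70, with a median estimated log2 fold change of 1.92 for raised genes. Smaller changes were not simulated, so this does not give the power for most of the changes described here.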
